A study of Mus musculus with 11 samples. Its data were reported in "An epigenome atlas of neural progenitors within the embryonic mouse forebrain" (2022).

How the data were processed

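Nuclei were isolated from microdissected MGE, CGE, LGE and cortex, and H3K27me3 CUT&Tag libraries were sequenced in pairs. Samples were grouped by the region in their labels, giving 2 samples for MGE and 3 each for CGE, LGE and CTX. In CGE, LGE and CTX, 2 of the 3 samples carry the same replicate number, and the labels do not say whether these are separate animals or repeated libraries. The labels state no embryonic age per sample, but the study gives the same embryonic day for the CUT&Tag tissue of the GEs and the cortex. The extraction protocol in the labels also mentions combining nuclei of the regions in equal numbers, although every sample is labelled with a single region; the lists are treated here as lists of the labelled regions.

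The authors aligned the reads to GRCm38 (mm10) with Bowtie2, removed reads in blacklisted regions, removed PCR duplicates with Picard, merged the replicates of each region with samtools, removed duplicates again and called broad peaks with MACS. The MACS version and control are not stated. The deposited lists give for each peak its position, a score, a fold enrichment (a ratio to the local background) and the −log10 of a q-value, all as MACS wrote them. The deposited score is 10 times the −log10 q, cut to a whole number, in nearly all peaks and was not used. The q-values of all peaks were under 0.1. These values are the authors' own and were used only to describe, rank or filter peaks within a list. Because peaks were called on merged samples, replicates could not be compared, none could be left out in turn, and the agreement between replicates was not analysed here. A merged list also weighs each sample by its number of reads, and a more deeply sequenced region can yield more and weaker peaks. The lists carry no read counts for single peaks or promoters, so no precision from counting is given for them, and alternatives with lists of equal length or equal covered bases were computed instead.

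No peak lay past the end of its chromosome in GRCm38, and no peaks overlapped within a list. Peaks on chromosomes 1 to 19 and X (20 chromosomes) were analysed, and the peaks on the mitochondrial genome were described apart. Gene positions came from the GENCODE M21 annotation of GRCm38 (Ensembl 96), and chromosome lengths and sequence from the RefSeq copy of the same assembly. Coordinates are given counting from 1.

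Overlap of lists was measured by the base-level Jaccard index and by the share of peaks with at least 50% of their length covered by the other list, the minimum that the authors used between replicates. For the value given by chance, the peaks of the other list were placed at random positions on their own chromosome in 100 shuffles. Promoters were the 2 kb upstream of the annotated 5′ end of protein-coding genes. A promoter was called marked with at least 50% of its bases under peaks and unmarked with none. Covered bases were assigned to promoters, then exons, then introns of protein-coding genes, and otherwise to intergenic sequence.

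For region-restricted genes, the statistic was the mean over 14 genes of the promoter coverage in the other regions minus that in the regions where the study places the gene: *Nkx2-1*, *Lhx6* and *Mbip* in MGE; *Nr2f2* in CGE; *Sp8* in LGE; *Nr2f1* in CGE and MGE; *Dlx2* and *Gad1* in the GEs; *Emx1*, *Neurod6*, *Neurod2*, *Neurog2* and *Lhx2* in CTX; and 1 further gene, which entered the mean and is not reported here. *Nr2f2* was assigned to CGE, although the study also places it in the caudal MGE, and the other assignment was run as an alternative. *Neurog2* was assigned to CTX from nearby H3K27ac, and the test was also run without it. The statistic was tested with an exact one-sided permutation test over the 24 assignments of region names to lists. For gene families, set by the prefix of the gene symbol followed by its number, the share of marked promoters was placed among 10000 random lists of the same number of protein-coding genes.

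The genes named were those listed above with *Nkx2-9*, *Pax9*, *Nes*, *Dcx*, *Hes1* and *Rbfox3*; for each region, up to 5 genes unmarked there and marked in the other 3 lists, ranked by the narrowest of the 3 lists' widest peak on the promoter, and up to 5 marked there with no base in the other lists, ranked by the widest peak; and the genes under the 3 widest peaks of each list. This rule, the tests and the alternatives were set before the data were examined, except where the closing section says otherwise. The alternatives were a q-value under 0.001; peaks less than 3 kb apart joined; the same number of strongest peaks in each list; strongest peaks covering as many bases as the smallest list; autosomes alone; overlap by any 1 base or by 50% of both peaks; promoters called marked by any 1 base, over 2 kb either side of the 5′ end, or at the 5′ end of any annotated transcript; for the region-restricted genes, the gene body with its upstream 2 kb, the 8 genes other than the 6 that the study displayed as examples with these libraries, and region names drawn within each gene independently (100000 draws); and for families, random runs of neighbouring genes. With no replicates, a share was taken to have moved when it left its 95% Wilson interval with the number of peaks as the total, a covered length when its change exceeded the 95% counting error of the number of peaks, and a count when it changed by more than 1.5 times.

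The interval, promoter and permutation code was tested on simulated data. In 15 checks on 4 simulated lists and 400 simulated genes against a base-by-base count, 0 differed. In 500 simulated tables of 14 genes without a difference, the permutation test gave its smallest p in 4.2%, and with a difference of 40 points in 99.2%. Every simulated gene varied between the lists and carried the full difference, whereas 7 of the 14 real genes had equal coverage in all lists. The 99.2% is therefore not the power of the test for the real genes. Of 50 simulated families of 40 genes with a raised share of marked promoters, 50 lay above the 97.5 percentile of random lists. The Jaccard indices of the 6 pairs matched those of bedtools 2.31.1. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the figures. Other assays of the study were not used here.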

Results

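H3K27me3, a histone modification found at repressed genes, was profiled in the ganglionic eminences (GEs) and the cortex (CTX) of C57BL/6J mouse embryos. The GEs are ventral neurogenic regions of the embryonic forebrain, divided into a lateral (LGE), a medial (MGE) and a caudal (CGE) part, and the cortex lies dorsal to them. The assay was CUT&Tag, in which an antibody brings a transposase to nucleosomes that carry the modification, so that mainly the DNA around these nucleosomes is cut, tagged and sequenced. The series holds 11 samples, of which 2 are from MGE and 3 each are from CGE, LGE and CTX. The authors merged the samples of a region before they called peaks, and each region is therefore represented by 1 list of broad peaks. No value below has a replicate error, and a difference between lists cannot be set against the spread between animals. The lists carry no read counts, so no counting interval is given for single peaks or promoters.

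The first question was how much of the genome carried the modification in each region. After the peaks on the mitochondrial genome were set aside, the lists held 15384 peaks for MGE, 19196 for CGE, 16851 for LGE and 18785 for CTX. These peaks covered 24.5 Mb in MGE, 32.9 Mb in CGE, 26.4 Mb in LGE and 31.2 Mb in CTX, or between 0.931% (MGE) and 1.25% (CGE) of chromosomes 1 to 19 and X. Together the lists covered 47.7 Mb, 1.81% of these chromosomes. The median peak was 1248 bases wide in MGE, 1445 in CGE, 1252 in LGE and 1334 in CTX. Few peaks reached 5 kb, with 315 in MGE, 399 in CGE, 276 in LGE and 391 in CTX. The authors' q-values were weaker in the MGE list, with a median −log10 q of 3.38 against 4.61 in CGE, 4.21 in LGE and 3.81 in CTX. The setting that moved the lists most was a q-value under 0.001, which left 8351 peaks in MGE, 12206 in CGE, 10469 in LGE and 10966 in CTX. No list had a peak on chromosome Y.

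Peaks were concentrated around genes. The 2 kb upstream of protein-coding genes made up 1.62% of the genome and 14.4% of the covered bases in MGE, 13.1% in CGE, 13.9% in LGE and 12.7% in CTX. Exons outside these promoters held between 14.1% (CGE) and 16.4% (MGE) of the covered bases, against 3.54% of the genome. Intergenic sequence held between 29.2% (MGE) and 33.5% (CTX), against 59.3% of the genome. Between 26.2% (CGE) and 29.7% (MGE) of the peaks touched a promoter.

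The next comparison asked which regions had the most similar profiles. The Jaccard index, the bases covered in both lists as a percentage of the bases covered in either, was highest for CGE and LGE at 60.1%. It was 57.1% for MGE and LGE, 54.9% for MGE and CGE, 54.5% for LGE and CTX, 51.5% for CGE and CTX, and lowest for MGE and CTX at 46.5%. When the peaks of the second list were placed at random on their own chromosomes, the index did not exceed 0.778% for any pair in 100 shuffles. The pair of CGE and LGE ranked highest on 19 of 20 chromosomes and the pair of MGE and CTX lowest on 20. The mean index of the 3 pairs of GEs was above that of the 3 pairs of a GE with CTX on all 20 chromosomes, by 4.12 to 11.2 percentage points. Among the GEs, LGE was closest to CTX on 19 of the 20 chromosomes. Chromosomes share the same libraries and are not replicates, so these counts describe the lists and carry no p-value. When every list was limited to its strongest peaks covering as many bases as the MGE list, the pairs of MGE and CGE (60.2%) and of MGE and LGE (58.4%) changed places, while CGE and LGE (65.1%) remained highest and MGE and CTX (49.1%) lowest. In its single-nucleus data, the study found cells closer to glutamatergic neurons in LGE and CGE but not in MGE. It describes them as likely contamination from the border with the pallium. The lists cannot separate such cells, so their part in the order of the pairs stays open.

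**Figure D1:**
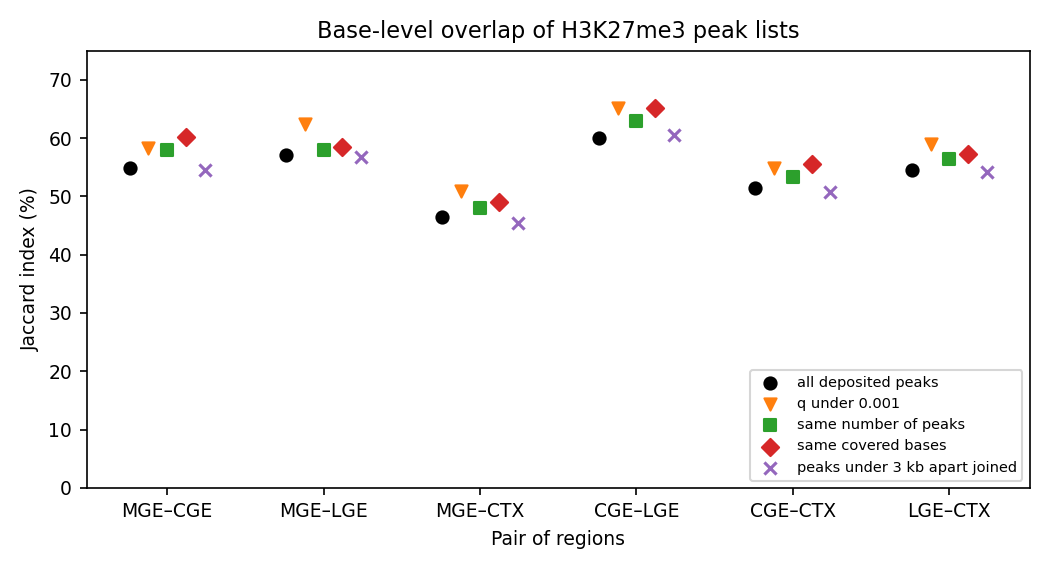
Base-level Jaccard index (%, vertical axis) of the 6 pairs of H3K27me3 peak lists (horizontal axis) with all deposited peaks (black circles) and under 4 other settings of the lists, each point being 1 value without replicates. CGE and LGE have the highest index (60.1% with all peaks) and MGE and CTX the lowest (46.5%) under every setting drawn.

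Peaks were also counted as shared when at least 50% of the peak was covered by another list. Of the MGE peaks, 75.8% were shared with CGE, whereas 52.9% of the CGE peaks were shared with MGE. With equal numbers of peaks these shares were 72.2% and 62.3%, and with equal covered bases their order reversed, to 61.8% and 77.1%. In all 6 pairs the shorter list had the larger share, and in all 6 the order reversed with equal covered bases. LGE peaks were shared most often with CGE (77.4%), and CTX peaks were shared least often with MGE (48.6%). Against shuffled lists, at most 1.45% of peaks were shared in any of the 12 directions. Averaged over the 12 directions the share was 63.3%, and it ranged from 55.2% when 50% of both peaks had to overlap to 72.3% with a q-value under 0.001.

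Of the bases covered in at least 1 list, 33.0% (15.7 Mb) were covered in all 4 lists, 13.4% in 3 and 15.6% in 2, and the remaining 18.1 Mb in 1 list. The share of a list's own bases found in no other list was 23.3% in CTX, 18.1% in CGE, 11.7% in MGE and 7.81% in LGE. Of these bases, 55.7% in CTX, 42.3% in CGE, 51.9% in MGE and 42.3% in LGE lay in peaks without a base in any other list. The rest lay in peaks that partly overlapped another list. With lists of equal covered bases the shares of bases in no other list were 18.8% in CTX, 10.0% in CGE, 16.6% in MGE and 9.78% in LGE, so that CTX kept the largest share and the order of CGE and MGE was reversed. Sharing rose with the strength of the peak within its own list. In the strongest quintile of each list by the authors' q-value, between 92.5% (CTX) and 97.4% (LGE) of the peaks had at least 50% of their length covered in each of the other lists. In the weakest quintile, this held for between 3.67% (CGE) and 19.0% (MGE). Peaks without a base in any other list made up 49.6% of the weakest quintile in CTX, 46.2% in CGE and 33.4% in MGE, and a smaller share in LGE.

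**Figure D2:**
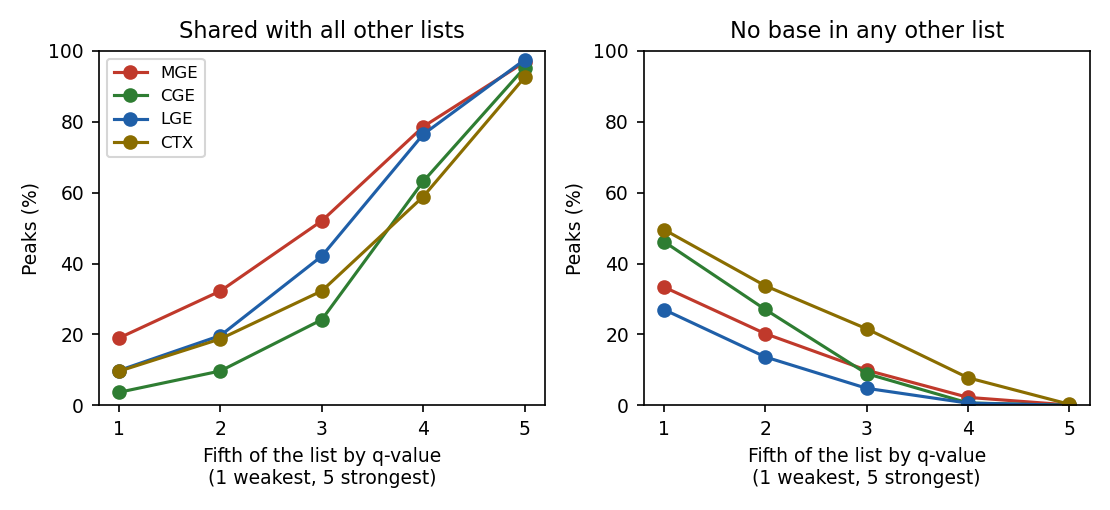
Percentage of peaks (vertical axes) shared with all other lists at 50% of their length (left) and without a base in any other list (right), by quintile of the list ranked on the authors' q-value (horizontal axes, 1 weakest and 5 strongest), with 1 line per region and no replicates. In the strongest quintile at least 92.5% of the peaks of every list were shared with all others.

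Promoters were then examined, since the study compared the modification with the genes expressed in each region. A promoter was taken as the 2 kb upstream of the annotated 5′ end of each of 21755 protein-coding genes, and was called marked when peaks covered at least 50% of it. There were 1408 marked promoters in MGE (6.47%), 1813 in CGE (8.33%), 1419 in LGE (6.52%) and 1553 in CTX (7.14%). Of these, 1027 were marked in all 4 lists, and 14619 promoters (67.2%) had no covered base in any list. The count moved most when a single covered base was enough, which gave 4915 promoters in MGE, 5379 in CGE, 5260 in LGE and 5699 in CTX.

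Few promoters were fully contrasted between regions. In CTX, 21 promoters had no covered base and were marked in all 3 GEs, and 26 were marked in CTX with no base in any GE. The corresponding counts were 18 and 3 for MGE against the other lists, 4 and 42 for CGE, and 6 and 4 for LGE. These counts moved by more than 1.5 times under several settings, and part of the genes held under all of the stricter q-value, joined peaks and equal covered bases. That was so for 6 of the 21 and 10 of the 26 promoters of CTX, 6 of the 18 and 2 of the 3 of MGE, 1 of the 4 and 4 of the 42 of CGE, and 0 of the 6 and 0 of the 4 of LGE. With the window extended to 2 kb either side of the 5′ end, the 8 counts fell to 11 and 12 for CTX, 2 and 0 for MGE, 0 and 11 for CGE, and 1 and 0 for LGE. Not all of these were the same genes. Those in the same class with both windows were 4 of the 21 and 6 of the 26 for CTX and 1 of the 18 for MGE. They were 5 of the 42 for CGE, and 0 in the other classes.

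Ranked by the width of the peaks on them, the promoters free of the modification in CTX and marked in the GEs were led by *Dmrta2*, *Scarf2*, *E130114P18Rik*, *Gm13287* and *Celsr1*. The *Dmrta2* promoter (chromosome 4, 109976053 to 109978052, plus strand, GRCm38) was covered over 100% of its length in MGE, CGE and LGE and over 0% in CTX, and it kept this contrast with the wider window. In the opposite class, *Trim71*, *Kcnh2*, *Krtap3-3*, *Cdk5r1* and *Htr7* were marked in CTX alone. The *Kcnh2* promoter (chromosome 5, 24351605 to 24353604, minus strand) was covered over 100% in CTX only, although up to 35.2% of its wider window was covered in the GEs. The promoters of *Fzd5*, *Syt16*, *Dusp15*, *Slc25a33* and *Myt1l* had no covered base in MGE and were marked in the other lists. For *Myt1l* (chromosome 12, 29526384 to 29528383, plus strand) the coverage was 100% in CGE, 100% in LGE and 92.5% in CTX. The 3 promoters marked in MGE alone were those of *Gli2*, *Boc* and *Aamdc*. The *Gli2* promoter (chromosome 1, 119053620 to 119055619, minus strand) was covered over 100% in MGE and the *Boc* promoter (chromosome 16, 44558898 to 44560897, minus strand) likewise. Over the wider window, coverage of *Gli2* was 100% in MGE, 48.0% in CGE, 38.7% in LGE and 0% in CTX, and that of *Boc* was 94.8%, 38.6%, 30.1% and 0% in the same order.

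The 4 promoters without a base in CGE and marked elsewhere were those of *Nrg1*, *Hoxb7*, *Rdh10* and *Slc25a47*, of which *Nrg1* kept this state under all 3 of the list settings above. Over the wider window, however, 48.7% of *Nrg1* was covered in CGE, against 78.3% to 80.6% in the other lists. The 42 promoters marked in CGE alone were led by *Gm13285*, *Nsmaf*, *Tjp1*, *Irf2* and *Fndc8*. The *Irf2* promoter (chromosome 8, 46737732 to 46739731, plus strand) was covered over 80.5% in CGE, and its wider window held no covered base in the other lists. In LGE, *Adrb3*, *Lbh*, *Slc23a2*, *Lyzl6* and *Abhd8* led the 6 promoters without a base there, and *Ranbp1*, *Ring1*, *Myh6* and *Ptma* were the 4 marked there alone. None of these LGE promoters kept its class under all 3 list settings.

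The study places a number of genes in one or more of the regions, most of them by expression or as a marker, and states that spatially repressed genes are enriched with H3K27me3. For 14 of these genes, promoter coverage in the other regions was compared with coverage in the regions where a gene is placed. Coverage was on average 8.81 percentage points higher outside the stated regions. Among the 24 ways to assign the 4 region names to the lists, the real assignment gave the largest difference, an exact one-sided permutation p of 0.0417, which is the smallest p this design allows. The test compares 4 lists and not animals. It rested on few genes, with higher coverage outside the stated regions for 6 genes, lower for 1 and no difference for 7, of which 5 had no covered base in any list. *Neurog2* and *Lhx2* contributed the largest differences, of 50.7 and 46.8 points. With a window of 2 kb either side the difference was 7.67 points and the exact p was 0.0833, and with the gene body and its upstream 2 kb it was 5.66 points with an exact p of 0.0833. Without *Dlx2*, *Nkx2-1*, *Nr2f2*, *Emx1*, *Nr2f1* and *Lhx2*, which the study displayed as examples with these libraries, it was 7.39 points for the other 8 genes, with an exact p of 0.167. The 8 include *Mbip*, which lies in the locus displayed for *Nkx2-1* and had no covered base in any list. The study describes *Nr2f2* as CGE-enriched, with mRNA restricted to CGE, but also as a progenitor marker in the caudal part of the MGE. With *Nr2f2* assigned to both regions, a setting chosen after seeing the data, the difference was 6.12 points and the exact one-sided p was 0.167. *Neurog2* was assigned to CTX from nearby H3K27ac. Without it, likewise chosen after seeing the data, the difference was 5.59 points and the exact one-sided p 0.0417.

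The promoter of MGE-restricted *Nkx2-1* (chromosome 12, 56536909 to 56538908, minus strand) was covered over 100% in all 4 lists, MGE included, and so was that of *Lhx6*, which over the wider window was covered over 69.2% in MGE and 100% elsewhere. The CGE-enriched *Nr2f2* promoter (chromosome 7, 70366736 to 70368735, minus strand) was covered over 54.6% in CGE, 54.9% in LGE, 55.2% in CTX and 100% in MGE. For cortex-restricted *Emx1* (chromosome 6, 85185438 to 85187437, plus strand), coverage was 97.4% in CTX and 97.9% to 100% in the GEs, but over the gene body with its upstream 2 kb it was 28.7% in CTX and 47.6% to 48.3% in the GEs. The *Lhx2* promoter (chromosome 2, 38337281 to 38339280, plus strand) was covered over 28.4% in CTX, 62.7% in LGE, 63.0% in CGE and 100% in MGE. For *Neurog2* (chromosome 3, 127631135 to 127633134, plus strand) the values were 29.5% in CTX, 41.2% in LGE, 99.6% in CGE and 100% in MGE, and for *Neurod2* they were 30.5%, 18.8%, 18.9% and 69.7% in the same order. The pan-GE gene *Dlx2* (promoter on chromosome 2, 71546755 to 71548754, minus strand) had no covered base in its upstream 2 kb in any list. Its window of 2 kb either side was covered over 16.4% in MGE, 44.8% in CGE, 41.4% in LGE and 41.7% in CTX. No base was covered upstream of *Mbip*, *Nr2f1*, *Gad1* and *Neurod6*. The *Sp8* promoter had no covered base except in MGE (16.5%). The *Pax9* promoter, a gene stated as silent in these regions, was covered over 100% in all lists and that of *Nkx2-9* over 69.6% to 84.8%. Among genes that the study names for a stage of maturation and not for a region, *Dcx* and *Rbfox3* had no covered base in the upstream 2 kb, *Nes* ranged from 1.05% (LGE) to 28.9% (CGE) and *Hes1* from 12.4% (MGE) to 33.7% (CTX).

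**Figure D3:**
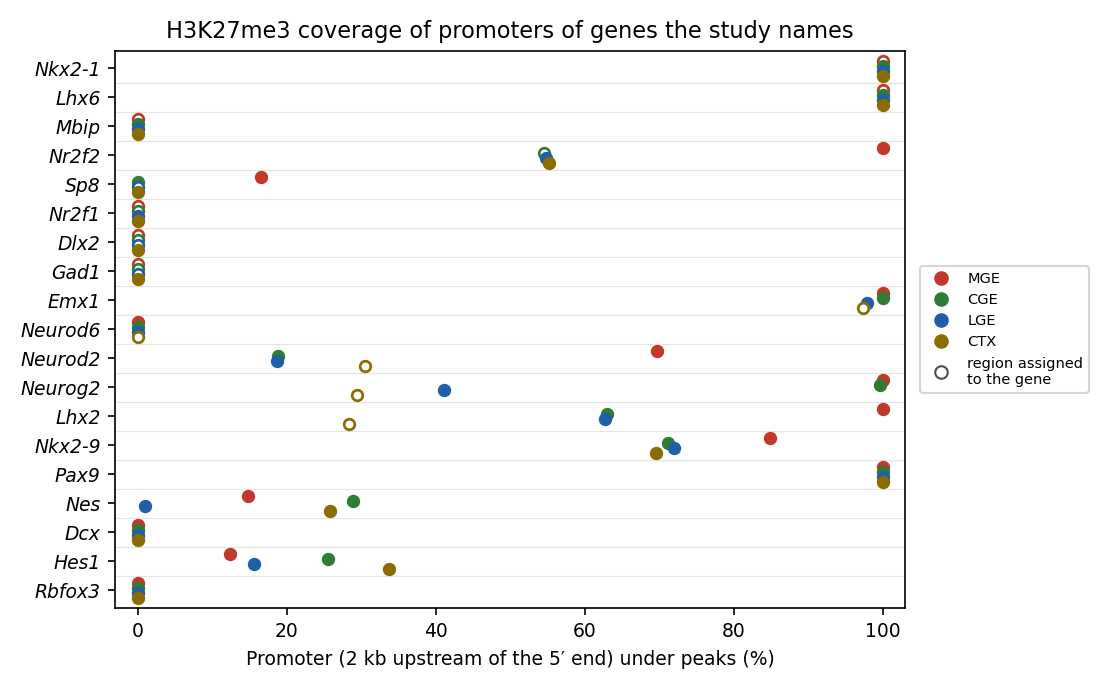
Percentage of the 2 kb upstream of the 5′ end under H3K27me3 peaks (horizontal axis) for 13 of the region-restricted genes and 6 others that the study names (vertical axis), with 1 point per region and open points for the regions where the study places the gene. *Nkx2-1* is at 100% in all lists, and *Lhx2* and *Neurog2* are lowest in CTX at 28.4% and 29.5%.

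**Figure D4:**
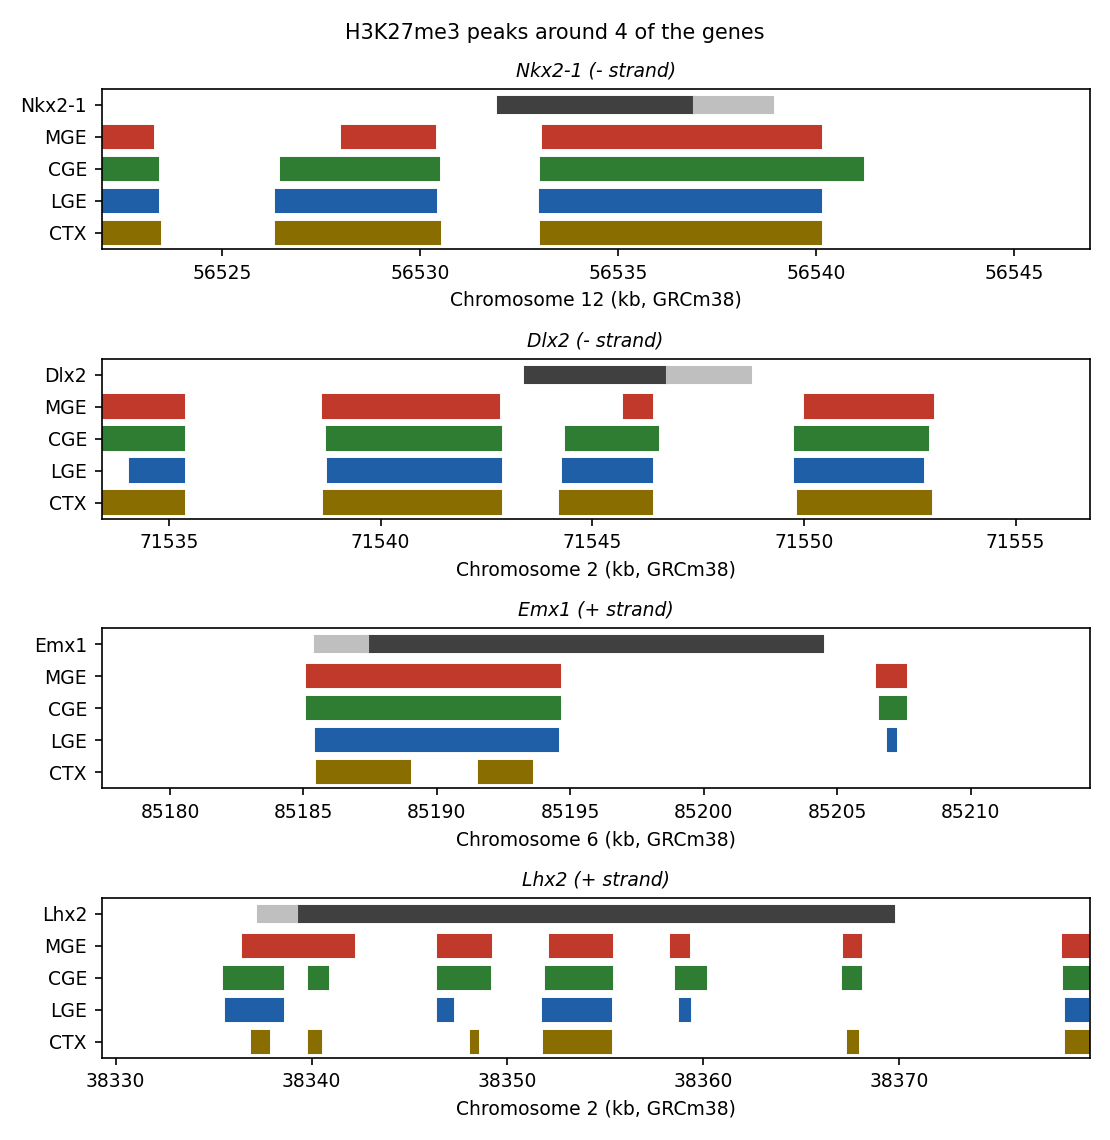
Maps of the deposited H3K27me3 peaks (coloured bars, 1 row per region) around *Nkx2-1*, *Dlx2*, *Emx1* and *Lhx2*, with the gene as a dark bar, its upstream 2 kb as a light bar, 10 kb of flanking sequence and GRCm38 positions in kb on the horizontal axis. Peaks cover the upstream 2 kb of *Nkx2-1* in all lists, and the peak over the 5′ end of *Emx1* is 3484 bases wide in CTX and at least 9054 bases in the GEs.

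Gene families differed in how often they were marked. All 4 lists marked 43.6% of 39 Hox promoters, 36.1% of 119 promoters of other developmental transcription factors (Lhx, Nkx, Dlx, Pax, Sox, Fox, Tbx and Gata genes) and 57.9% of 19 Wnt promoters, against 4.72% of all protein-coding genes. Each of these shares lay above all of 10000 random gene lists of the same size, of which the highest reached 20.5%, 13.4% and 31.6%. Genes with the Rpl and Rps prefixes of ribosomal proteins were marked in all lists at 0.980% of 102 promoters, at the 0.82 percentile of random lists. Against runs of neighbouring genes of the same size, this share was at the 6.02 percentile. The prefixes also take in genes of other proteins, such as kinase genes with symbols that begin with Rps, which were not set apart. No promoter of 1135 olfactory receptor genes was marked in all lists, which allows a share of up to 0.264%, and none of 331 vomeronasal receptor genes, which allows 0.906%. Members of a family often lie side by side and share peaks, so these percentiles describe the lists and are not tests.

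The widest peaks were nearly the same in every list. The peak over *Hmx1* on chromosome 5 was the widest in MGE (35381485 to 35400213, 18729 bases), LGE (18268 bases) and CTX (18276 bases), and at least 93.2% of each was covered in CGE. The peak over *Gata2* on chromosome 6 was the widest in CGE (88189934 to 88206607, 16674 bases) and the next in the other lists. The peak over *Onecut3* on chromosome 10 followed in MGE (15425 bases), CGE (15484 bases) and CTX (15425 bases), with at least 85.1% of each covered in every other list. The third widest peaks of CGE, over *Jak3*, *Insl3* and *B3gnt3* on chromosome 8 (71678781 to 71694003), and of LGE, over *Irx4* on chromosome 13 (73259430 to 73273422), were covered over at least 83.2% and 98.6% in the other lists.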

Values the study reported

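The study reported the sequencing depth of its H3K27me3 CUT&Tag libraries, which it describes as 2 replicates per region. For CGE the depths were 13,604,105 in replicate 1 and 47,136,470 in replicate 2, for CTX 13,640,572 and 36,097,462, for LGE 13,539,124 and 30,498,855, and for MGE 17,214,723 and 16,336,430. Each reaction used 100,000 nuclei.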

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

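No test in this part was chosen only after its result was seen, although the stretch without peaks was itself noticed in the peak positions. Peaks on the mitochondrial genome entered no comparison above. The LGE list held 4 of them, more than the 3 that a count of 0 allows, and the lists of MGE, CGE and CTX held 2, 3 and 2. They covered 70.5% of the mitochondrial genome in MGE, 62.0% in CGE, 49.3% in LGE and 70.5% in CTX. Mitochondrial DNA carries no nucleosomes, and a signal there may be background of the transposase, which would give broad peaks of low enrichment. The highest fold enrichment of such a peak in any list was 1.68, against a median of 2.71 to 2.99 for the nuclear peaks of the lists. The 3 widest nuclear peaks of each list were similarly low, however, at 1.53 to 1.84, so low enrichment does not set background apart from other broad peaks. The LGE peaks covered the least, but part of what they left free is the stretch without a peak in any list, described below. Their cover therefore does not decide against background. Background over the whole genome therefore stays open, and cannot be told apart from other sources of mitochondrial signal with the peak lists alone. No biological explanation was tested.

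All 4 lists lacked a peak over the same stretch of the mitochondrial genome, from position 6486 to 10944 (4459 bases), while the next longest stretch without a peak in any list was 198 bases. Reads shared with a copy in the nuclear genome could leave such a gap. Of the 32-base words of the stretch, 98.8% also occur in the nuclear chromosomes, against 15.05% of the words of the part covered in all lists. Most of these matches form 1 block on chromosome 1 (24611633 to 24616092, 4460 bases), where no list has a peak. A loss of reads that align to both places is consistent with these values. Whether the reads were dropped by the aligner or with the blacklisted regions was not tested.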

How the results depend on the processing

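The order of the pairs at its ends did not depend on the settings run. CGE and LGE had the highest and MGE and CTX the lowest Jaccard index under the stricter q-value, joined peaks, equal numbers, equal bases and autosomes alone, and the pairs of GEs exceeded the pairs with CTX on 20 of 20 chromosomes under each of the first 4. CTX had the largest and LGE the smallest share of bases in no other list under all of these. The values moved, and except where the settings themselves show it (fewer or joined peaks, a wider window), the cause was not tested. No paired analysis was possible because the authors pooled the replicates of each region into 1 peak list.

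A q-value under 0.001 left 8351 peaks in MGE, 12206 in CGE, 10469 in LGE and 10966 in CTX, covering 18.3, 26.3, 21.01 and 23.9 Mb. Joining peaks less than 3 kb apart raised the covered length to 27.1, 36.7, 29.7 and 35.0 Mb in the same order. In the order MGE and CGE, MGE and LGE, MGE and CTX, CGE and LGE, CGE and CTX, LGE and CTX, the Jaccard index was 58.3%, 62.5%, 50.9%, 65.2%, 54.8% and 59.0% with the stricter q-value, 57.9%, 57.9%, 48.0%, 63.0%, 53.3% and 56.4% with equal numbers of peaks, and 60.2%, 58.4%, 49.1%, 65.1%, 55.6% and 57.3% with equal bases. With joined peaks it moved for MGE and CTX (45.5%) and CGE and CTX (50.8%). The mean share of shared peaks was 70.9% with any 1 base, 55.2% with 50% of both peaks, 72.3% with the stricter q-value, 66.1% with equal numbers and 68.2% with equal bases.

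Bases in all 4 lists made up 37.5% of the covered bases with the stricter q-value, 35.1% with equal numbers, 36.7% with equal bases and 32.6% with joined peaks, and bases in 1 list 33.7%, 36.2% and 34.8% under the first 3. The share of bases in no other list, for MGE, CGE, LGE and CTX, was 7.01%, 17.03%, 5.50% and 20.4% with the stricter q-value and 16.6%, 10.0%, 9.78% and 18.8% with equal bases. With equal numbers it was 13.2% in MGE, 14.9% in CGE and 21.5% in CTX, and with joined peaks 23.98% in CTX. MGE thus exceeded CGE with equal bases but not under the other settings run. Of each pair of lists, the one with the larger share of shared peaks was the same in 6 of 6 pairs under any 1 base, 50% of both peaks, the stricter q-value, joined peaks and equal numbers, and the other one in 6 of 6 with equal bases. Of 82 values for single directions of overlap and for bases in 3 or 2 lists, 43 rose, 23 fell and 16 stayed.

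Marked promoters in MGE, CGE, LGE and CTX numbered 4915, 5379, 5260 and 5699 with any 1 base and 2395, 3024, 2469 and 2633 at the 5′ end of any transcript, and over 2 kb either side 2124 in MGE, 2224 in LGE and 2378 in CTX. Promoters marked in all lists numbered 3812, 1839 and 1641 under these settings. The contrasted classes depended on the settings more than any other result. For promoters marked in MGE, CGE, LGE or CTX alone, any 1 base gave 257, 372, 267 and 652, and 2 kb either side 0, 11, 0 and 12. The 5′ end of any transcript gave 12 in MGE, 9 in LGE and 51 in CTX, the stricter q-value 9 in MGE and 76 in CGE, equal bases 31 in MGE, 5 in CGE and 12 in LGE, and joined peaks 15 in MGE, 8 in LGE and 45 in CTX. For promoters with no base in 1 list and marked in the other 3, any 1 base gave 371, 177, 149 and 208 and 2 kb either side 2, 0, 1 and 11. The 5′ end of any transcript gave 2 in CGE and 40 in CTX, the stricter q-value 47 in MGE and 35 in CTX, equal bases 7 in MGE, 13 in CGE, 1 in LGE and 57 in CTX, and joined peaks 30 in MGE and 38 in CTX.

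The difference of the region-restricted genes kept its direction under every setting run. It was past the threshold of 0.05 with equal bases (12.6 points), the stricter q-value (12.2 points) and names drawn within each gene (permutation p 0.0293), and not past it with 2 kb either side (7.67 points), the gene body (5.66 points) and the 8 genes other than those displayed by the study as examples (7.39 points). Draws within each gene treat the genes as independent, although all share the same lists. Their p is therefore no stronger evidence than the exact one. Further settings were chosen after seeing the data. Leaving out each gene in turn gave 5.59 points without *Neurog2* and 5.89 points without *Lhx2*, both with an exact p of 0.0417, the smallest possible, but the exact p rose to 0.167 without *Nr2f2* (8.30 points) and to 0.0833 without *Sp8* (9.07 points). Of the 14 genes, 7 had equal coverage in all lists, so leaving one of these out could not change the p; of the 7 that differed, 5 could each be left out with an exact p of 0.0417. With *Nr2f2* assigned to CGE and MGE, as the study also places it, the difference was 6.12 points and the exact p 0.167, because this promoter was covered most in MGE. Without *Neurog2* and *Neurod2* together it was 5.61 points with an exact p of 0.0417. Ranks of peaks in place of coverage gave 17.3 points upstream and 11.4 points with 2 kb either side, with *Nr2f2* in both regions 16.98 and 11.1 points, without *Neurog2* 13.3 and 6.95 points, and without *Neurog2* and *Neurod2* 13.5 and 7.86 points; with 2 kb either side the exact one-sided p was 0.125 in both of the last settings. For the 8 genes other than those displayed as examples, ranks gave 15.5 points upstream and 2.82 points with 2 kb either side, with exact one-sided p of 0.0833 and 0.5. Leaving out *Mbip* as well, which has no peak in either window in any list, only rescaled these values, to 8.45 points for coverage and to 17.7 and 3.22 points for the ranks.

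The percentiles of the gene families stayed at 100 for Hox, other developmental factors and Wnt genes and at 0 for the receptor families under both alternatives. That of the genes with ribosomal protein prefixes moved to 6.02 against runs of neighbouring genes. The lists carry no read counts behind single promoters, which limits any statement on the absence of the mark from a promoter.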

Other observations

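The tests of list length and of peak ranks below were chosen only after the values they use were seen. The others were set before their results were seen.

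Peaks found in a single list were mostly weak. Peaks without a base in any other list numbered 2026 in MGE, 3181 in CGE, 1554 in LGE and 4244 in CTX. Their median −log10 q was at most 1.95 in any list, close to the weakest peaks of the lists, against 7.34 in MGE, 22.1 in CGE, 13.2 in LGE and 12.7 in CTX for the peaks shared by all lists. Many single-list peaks may therefore have passed the calling threshold in 1 region and narrowly missed it in another. Bases in no other list also include parts of peaks that overlap another list, to which this does not apply. The order of the lists by number of peaks, from CGE through CTX and LGE to MGE, is also the order of the summed depths quoted from the study above. With equal covered bases, which shortens the CGE list but not that of MGE, the share of CGE bases in no other list fell to 10.0%. This was under the 16.6% of MGE. With equal numbers of peaks CGE stayed above MGE, at 14.9% against 13.2%, and with a q-value under 0.001 at 17.03% against 7.01%. An effect of list length on the order of CGE and MGE therefore stays open. List length does not account for the position of CTX, since CTX kept the largest share, 18.8%, with equal covered bases. A region-dependent difference of CTX stays open and was not tested against replicates.

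GC content was weighed as another source of single-list peaks. The median GC content of single-list peaks was 48.4% in MGE, 49.8% in CGE, 51.4% in LGE and 48.9% in CTX, lower than in peaks shared by all lists (54.9%, 54.6%, 55.2% and 54.9%) and above the genome average of 41.8%. It lay outside the interquartile range of the shared peaks in 4 of the 4 lists, but in the same direction in each, so a GC bias that differs between libraries cannot be told apart from a general property of weak peaks.

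Among the strongest quintile of peaks in each list, those without a base in any other list numbered 11 in CTX, 3 in MGE, and 0 in CGE and LGE. They were singled out after their values were seen. The strongest in CTX lay in an intron of *Slit1* (chromosome 19, 41732962 to 41735658, −log10 q 37.6). Of the 3 in MGE, 1 lay in an intron of *Pax6* (chromosome 2, 105690041 to 105690641, −log10 q 17.2) and the others lay outside protein-coding genes, on chromosome 17 (23537040 to 23539003, −log10 q 31.1) and chromosome 10 (31642880 to 31643811). No explanation was tested for them.

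Promoters fully covered in every list could still differ in the q-values of their peaks. Each peak was ranked by q-value within its own list, from 0 to 100, and the strongest peak within 2 kb either side of a 5′ end was taken. For *Nkx2-1* this peak was at rank 54.4 in MGE and at 84.3, 87.7 and 88.6 in CGE, LGE and CTX, although peaks covered the whole window in each list. For *Nr2f2* the rank was 82.9 in CGE and 93.1 to 96.7 elsewhere. For *Emx1* it was 48.9 in CTX and 83.6 to 89.7 in the GEs, for *Lhx2* 53.3 in CTX and 83.6 to 91.2 in the GEs, and for *Neurog2* 16.8 in CTX and 80.8 to 91.3 in the GEs. Fold enrichment of the same peaks did not follow these ranks. For *Nkx2-1* it was 1.79 in MGE and 1.60 to 1.67 elsewhere, and for *Emx1* 2.00 in CTX and 1.72 to 1.80 in the GEs. For *Lhx2* it was 2.49 in CTX, 1.97 in MGE, 2.72 in CGE and 3.27 in LGE. *Sp8*, stated for LGE, went the other way, with rank 97.2 in LGE, 95.03 in MGE and 94.9 in CGE, and no peak in CTX. Of the 14 genes, 6 ranked higher outside the stated regions, 4 lower and 4 equal. The mean difference was 11.4 points, and 1 of the 24 assignments of region names, the real one, gave a difference as large. A shift of whole lists is argued against, since the mean rank of the 200 promoters nearest to each gene in highest rank differed between the lists by at most 5.07 points. Changes at single genes for other reasons stay open, as genes without a stated region also varied, although their expression by region was not analysed here. *Hes1*, which the study names for an early stage and for no region, was at rank 14.3 in CTX and 74.3 to 81.6 in the GEs, *Nes* ranged from 9.25 to 61.2, and *Rbfox3* had a peak in LGE and CTX only, whereas the ranks of *Nkx2-9* and *Pax9*, stated as silent in all regions, varied by 1.23 and 2.74 points. Chance stays open too. Without *Neurog2*, assigned to CTX from nearby H3K27ac, the difference was 6.95 points and 3 of the 24 assignments gave one as large. Among the 8 genes other than the 6 that the study displayed as examples with these libraries, the difference was 2.82 points and 12 of the 24 assignments gave one as large, while for the strongest peak on the upstream 2 kb it was 15.5 points and 2 of the 24 did. A hypothesis is that in a mixed tissue the expressing cells lower the signal without removing the peak. The fold enrichments of *Nkx2-1* and *Emx1*, which were higher in the stated region, do not favour it. A lower mark in a part of the cells was not tested.

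Tagmentation of open chromatin was weighed as a source of promoter peaks, because the transposase also cuts accessible DNA. Ribosomal protein genes are transcribed in all cells. Of the 102 promoters of genes with their prefixes, a set that also holds genes of other proteins, 6.86% had a covered base in all 4 lists. The share was 17.5% for all protein-coding genes, and that of the set lay at the 0.06 percentile of random lists and the 8.83 percentile of runs of neighbouring genes. The widest peaks on these promoters had a median width of 882 to 1058 bases over the lists, against 3870 to 4533 for Hox promoters. For this set, which was not limited to genes transcribed in all cells, the values argue against open chromatin as a general source of promoter peaks. The narrow peaks that 11 of the 102 promoters carried in MGE, 11 in CGE, 14 in LGE and 16 in CTX remain unexplained, and may lie on the genes of other proteins.

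Chromosome X carried fewer covered bases than any autosome in every list. The covered share of X was 0.314% in MGE, 0.417% in CGE, 0.2999% in LGE and 0.400% in CTX, against 0.659%, 0.832%, 0.652% and 0.811% for the lowest autosome. Lower gene density is argued against as the whole cause, since 14.3% of X promoters had a covered base in any list, against 25.8% to 39.5% on the autosomes. Weaker enrichment on X was examined by the median fold enrichment of its peaks. This median was lower than on every autosome in 3 of the 4 lists, but by small amounts (2.90 against 2.94 in MGE), and in CTX 1 autosome was lower still. Fold enrichment is a ratio to the local background, which a single copy in males would lower too. The values therefore cannot decide on an effect of a single copy. Weaker enrichment and a true difference of X cannot be told apart here, because peaks too weak to be called are not in the lists, and the study states that it pooled embryos and used both sexes, so that only a part of the nuclei would carry a single copy.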
